A study of Mus musculus with 24 samples. Its data were reported in "T-bet Activates Th1 Genes through Mediator and the Super Elongation Complex" (2016).

How the data were processed

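Gene expression was measured on 24 dual-colour Agilent mouse arrays, 1 array for each of 24 conditions. Each array carried RNA of in vitro differentiated T helper cells labelled with Cy3 against RNA of naive CD4+ T cells labelled with Cy5 as a common reference, and the dyes were not swapped. The cells were Th1 on 14 arrays and Th2 on 10 arrays. They had received DMSO as vehicle, the BET bromodomain inhibitor JQ1 at 50 or 500 nM, or flavopiridol, an inhibitor of the elongation kinase P-TEFb, at 1 or 10 µM. Each treatment had 1 array of unstimulated and 1 of reactivated cells. Treatment lasted 6 hr, and Th1 cells with DMSO or 500 nM JQ1 were also sampled at 24 hr. The labels of the Th2 DMSO arrays gave 24 hr in their titles and 6 hr in their source names, so the treatment time of these arrays was taken as unknown. That limit applies to every comparison in which they were the control. Groups were taken from the labels alone.

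The deposited scanner files held the median pixel intensity of every spot and of its local background in both channels, with the scanner software's flags. Per the file headers, these values came from Agilent Feature Extraction 10.7.1.1 and a grid of genome build mm9. The same deposited files held the software's own log ratio, the log10 of Cy5 over Cy3 after its background subtraction and dye normalization. The authors also deposited a table of log2 ratios of sample over naive reference, for 34710 of the 55681 probes, and its normalization was not stated. Set against the scanner values of the same array, that table followed normexp and loess values computed here, with r of 0.981 to 0.996 and slopes of 0.967 to 1.035 over the arrays. Against the software's log ratio r was 0.813 to 0.878 and the slope 0.47 to 0.601, with the sign turned to Cy3 over Cy5. The design fixed for this work named mean spot signals. The intensity columns used from the deposited files were medians, so medians entered the background correction.

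Background was corrected with normexp and an offset of 50, and each array was normalized by loess with limma 3.58.1 in R 4.3.3. Values were turned to the log2 ratio of Cy3 (sample) over Cy5 (naive). Of 62976 spots, 59305 were not controls. Control spots and spots with the software's outlier flags were left out after normexp, 234 to 331 spots per array by flag. Saturated spots were kept, at most 1 per array. Repeated spots of a probe were averaged, and 399 probes had 10 spots. Probe accessions were paired with symbols through a RefSeq table of assembly GRCm38.p6, used for names only, or by the name in the file. In all, 26425 probes carried 1 of 20022 symbols, and 29256 had none, of which 16194 were named in the files only by a genome position. No coordinates are printed, because the name table and the array grid use different builds. Each gene was represented by its brightest probe. Whether its other probes gave other values was covered by an alternative that averaged them.

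Array depth was described by the share of probes well above background. In the Cy3 channel it was 35.5% to 52% and in the Cy5 channel 48.1% to 53.8%. The SD of repeated spots on an array was 0.08 to 0.11 (log2). With 1 array per condition, the number of arrays limits the precision of every value. The reference channel gave the only repeated measurement of one RNA description. Over 276 pairs of arrays the SD of the difference in normalized Cy5 was 0.18 (log2, median of pairs), from 14729 probes well above background in Cy5 on all arrays. Whether a single pool of naive RNA was used is not stated in the labels. This SD served as the tolerance for differences of single genes.

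Tests were limma's lmFit and eBayes on log2 ratios with Benjamini-Hochberg adjustment, and genes were called at an adjusted p below 0.05. A gene entered a fit when its Cy3 signal was well above background on at least 3 arrays of that fit. Reactivation was fitted on the 6 DMSO arrays with their 3 pairs as a block. Each drug was fitted on 12 arrays, 6 hr Th1 and Th2 cells with DMSO and both doses, with cell context as a block. The 4 contexts were Th1 and Th2 cells, unstimulated and reactivated, and the main contrast was the higher dose against DMSO. Contexts therefore stood in for replicates, and the error is the variation of an effect between contexts. Both doses of a context share its variation, so the 12-array fits understate the spread somewhat. A fit with the 8 arrays of the higher dose and DMSO was added for this reason, for the main contrast only. Further contrasts asked whether a drug effect differed between reactivated and unstimulated cells, or between Th1 and Th2 cells. On simulated values with 200 changed genes, the share of 4-fold changes recovered was 80% for reactivation, 90% for flavopiridol and 100% for JQ1. It was 46.7% and 94.2% for the contrasts of flavopiridol and of JQ1 with reactivation, and 43.1% and 85.6% for those with cell type. For 2-fold changes the shares were 47.6%, 51% and 97.1% for the 3 drug and reactivation effects, 0% and 63.5% with reactivation, and 3.1% and 37.9% with cell type. At most 14 unchanged genes were called in any of these runs. The simulated noise was independent between arrays. The runs therefore lack the variation that both doses of a context share and cannot show its effect on the counts.

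Comparisons of single arrays had no test and no p-value. They used the 13953 genes whose brightest probe was well above background in Cy3 on at least 1 DMSO array. Th1 genes were those at least 2-fold higher in reactivated Th1 cells with DMSO for 24 hr than in reactivated Th2 cells with DMSO (319 genes), so that the 6 hr Th1 control did not choose them. For the 24 hr JQ1 array they were chosen on the 6 hr control (342 genes). Th2 genes were at least 2-fold higher in reactivated Th2 DMSO cells than in both reactivated Th1 DMSO arrays (205 genes). That Th2 array is also the control, and a second choice was made on the 50 nM JQ1 arrays (209 genes). A further list held the genes the study named as nearest to a T-bet super-enhancer, found by ChIP-seq. Of its 472 names 468 matched a symbol, 401 were on the array (85%) and 378 were expressed. Human Th1 and Th2 lists of the study were matched by symbol ignoring case, with 104 and 153 names, of which 76 and 105 were expressed. The Th1 list shared 47 genes with the super-enhancer list. Each list's median log2 change was placed among 10000 random lists of the same size, matched on mean expression in 20 bins, and the Kolmogorov-Smirnov distance D was given without a p-value. In a test on simulated data with 8000 genes, a list of 300 shifted by -1 was recovered at -0.96 and an unshifted list at -0.02 (means of 5 draws). Single panel values in Cy3 alone are given after loess and Aquantile normalization between arrays. Quantile normalization of Cy3, used for the other values in Cy3 alone, sets the brightest probes by rank. Ifng ranked 1 and Ccl4 2 on 4 of the reactivated Th1 arrays, among them the 6 hr DMSO array, so their size of change is not given from it. Bounds of the form "at least N-fold" compare such Cy3 values with the lowest signal well above background on the dimmer array, or with the probe's own signal there if that is higher, and are open to dye bias, since no dyes were swapped.

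Named genes followed a rule. They were a panel of 17 genes (Ifng, Furin, Dusp5, Xcl1, Csf2, Ccl3, Ccl4, Tnf, Fasl, Il18r1, Ctla4, Tbx21, Gata3, Il4, Il5, Il13 and Hprt), the 5 genes with the largest rise and the 5 with the largest fall for each drug among those called and moved the same way in all 4 pairs, and the 5 with the largest rise on reactivation. The groups, the designs, this rule and most alternatives were fixed before the data were examined. Alternatives changed 1 choice at a time. They were no background correction, centring of each array on the median of all probes or of the 10 spike-in probes in place of loess, the software's log ratio, the authors' table, averaged probes, other filters on dim probes, slide as a block or random block, other or no pairing, arrays left out in turn, the lower doses, and other lists and fold thresholds. Chosen after seeing the data were a spike-in shift applied after loess, Cy3 alone with quantile normalization between arrays or after Aquantile, bounds on quantile-normalized Cy3, the 8-array fits, single arrays left out of the difference contrasts, and the share of induced genes as a result. Tolerances were also set with the data in hand. A list value counted as moved when it changed by more than the SD of its random lists, a correlation by more than 0.1, a share of induced genes by more than 5 percentage points, a count by more than 1.5 times and a single gene by more than the SD of the reference channel. The arrays lay on 3 slides of 8, and each slide was 1 scan. Flavopiridol arrays never shared a slide with their DMSO control, and neither did the Th2 JQ1 arrays. The Th1 JQ1 arrays did share a slide with theirs. Plots were drawn with matplotlib 3.10.9.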

Results

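The arrays were made to ask how far transcription in T helper cells depends on the elongation kinase P-TEFb and on BET bromodomain proteins, which the study links to the Th1 transcription factor T-bet and its super-enhancers. Naive CD4+ T cells had been differentiated in vitro to Th1 or Th2 cells. Flavopiridol inhibits P-TEFb, and JQ1 displaces BET proteins from chromatin. DMSO, the vehicle, was the control. Among the 24 conditions, 14 were of Th1 and 10 of Th2 cells, and each was measured on 1 array against a naive cell reference. No single condition had a replicate. Differences between 2 arrays therefore have no replicate check, and tests rest on effects that recur over cell contexts.

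The share of probes well above background in the sample channel was 48.8% to 52% on the 6 DMSO arrays. It was 48.8% to 51.1% with 50 nM JQ1 and 43.8% to 50.5% with 500 nM JQ1. On the 8 flavopiridol arrays it was 35.5% to 41.5%, below every other array, where the lowest was 43.8%. Spike-in RNA, which per the labels was mixed into sample and reference, lay at -0.83 to -0.29 relative to the genes on the DMSO arrays (log2 after loess). It lay at 0.39 to 0.62 on the Th2 flavopiridol arrays and at -0.31 to 0.05 on those of Th1 cells. Loess sets the bulk of genes on each array to a ratio near 0, so the changes given here are relative to that bulk unless a spike-in scaling is named.

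**Figure D1:**
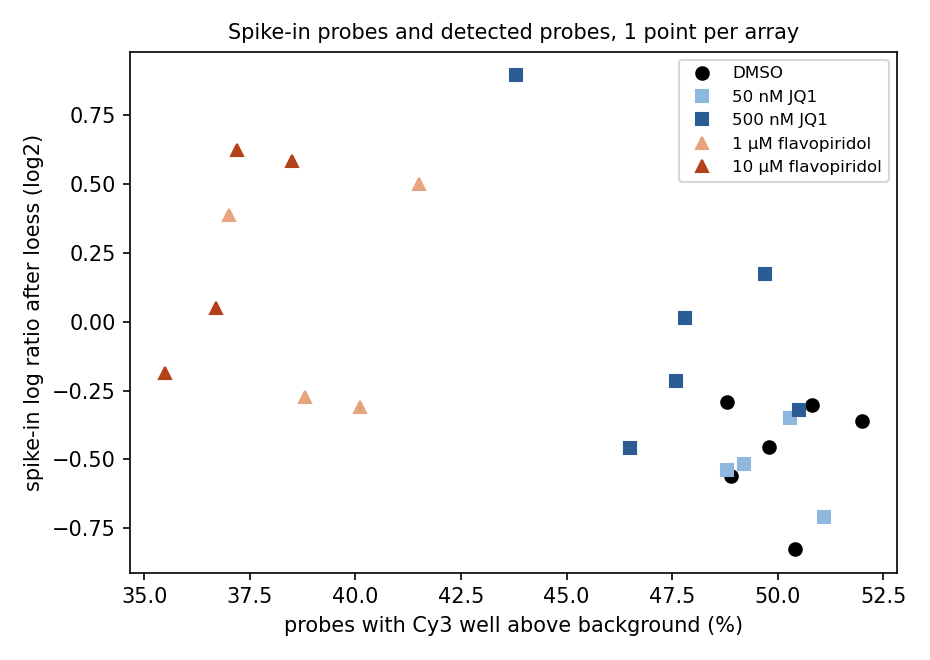
Each point is 1 array, placed by the share of probes with Cy3 well above background (percent) and by the median log2 ratio of spike-in probes relative to genes after loess, with drugs told apart by colour. The 8 flavopiridol arrays sit between 35.5% and 41.5%, below the DMSO arrays at 48.8% to 52%, and the JQ1 array at 0.895 is that of reactivated Th1 cells at 500 nM for 6 hr.

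Th1 and Th2 cells were first compared without drug. In reactivated cells 342 of 13953 expressed genes were at least 2-fold higher in Th1 cells at 6 hr than in Th2 cells, and 278 were at least 2-fold lower. With the 24 hr Th1 array the counts were 319 and 283. In unstimulated cells they were 501 and 379 with the 6 hr Th1 array, and 379 and 307 with the 24 hr one. The reactivated Th1 arrays of 6 and 24 hr differed by at least 2-fold for 77 genes in favour of 6 hr and for 56 in favour of 24 hr. The Th2 DMSO arrays are those of unclear treatment time.

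Reactivation without drug was then tested over its 3 pairs. By limma with Benjamini-Hochberg adjustment, 2746 genes were higher and 3637 lower in reactivated cells, of 12530 tested, with 2 residual degrees of freedom. The split depended on scaling. With spike-in centring 3672 were higher and 2117 lower, and with a spike-in shift after loess 4147 and 2085. The median change of all genes was -0.05 as analysed, -0.12 with median centring, 0.20 with spike-in centring and 0.24 with the shift. The count itself moved most when the 24 hr Th1 pair was left out, to 4507 genes. Of the 17 panel genes 16 were tested, and 13 were called over all genes (11 higher, 2 lower) against 15 adjusted over the list alone. Of 356 super-enhancer genes tested 213 were called over all genes (119 higher, 94 lower) and 216 adjusted over the list alone. The panel was taken from genes the study discusses, so its count over the list alone is not independent evidence.

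The 5 genes with the largest rise of the ratio on reactivation were Il3, Csf2, Il2, Bdh2 and Ccl4, each higher in 3 of 3 pairs and above background on all 6 arrays. Il3 rose by 7.61 (log2, SE 0.23; limma, Benjamini-Hochberg adjusted p 8.9e-05). Csf2 rose by 6.48 (SE 0.13; limma, adjusted p 2.61e-05 by the same adjustment). Il2 and Bdh2 rose by 6.24 and 5.93, and Ccl4 by 5.48, with 3.84 in the 24 hr Th1 pair and 7.40 in Th2 cells. For the brightest of these genes the reference channel was not constant. The Cy5 signal ranged over 5.28 (log2) across the arrays for Il2, 4.10 for Il3, 3.67 for Ccl4 and 2.38 for Csf2, against 0.88 for Bdh2. Where Cy5 rises with Cy3, the ratio understates the rise in the sample, so the ranking holds for the ratio only. Ccl3, outside the 5, rose by 2.11 (6 hr Th1), 1.06 (24 hr Th1) and 3.60 (Th2) as a ratio. In Cy3 alone after Aquantile normalization it rose by 8.44, 7.32 and 4.62.

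The effect of each drug on this response was described on 1226 genes that rose at least 2-fold in the 24 hr Th1 DMSO pair. The 6 hr DMSO pair, which did not choose them, showed a rise of at least 2-fold for 69.2% of them. At 50 nM JQ1 the share was 61.7% and at 500 nM 41.4%, and at 500 nM for 24 hr it was 65.6%. The 24 hr DMSO pair chose the genes, so the 65.6% has no control share of its own time. With 1 µM flavopiridol the share was 3.6% and with 10 µM 0.7% (9 genes). In Th2 cells the shares were 80.6% with DMSO, 74.3% and 57.7% with 50 and 500 nM JQ1, and 7.6% and 2.2% with 1 and 10 µM flavopiridol. Falls on reactivation became fewer as well. In Th1 cells at 6 hr 1072 expressed genes were at least 2-fold lower with DMSO, 748 with 500 nM JQ1 and 8 with 10 µM flavopiridol. In Th2 cells these counts were 1838, 1263 and 3. The share at 500 nM JQ1 in Th1 cells moved most under a spike-in shift after loess, to 6.66%. There the reactivated array decides the value, since its spike-ins lay at 0.895, the highest of all arrays. The share for 10 µM flavopiridol was highest with the scanner software's log ratio, at 6.94%. Both arrays of each of these pairs lay on 1 slide.

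**Figure D2:**
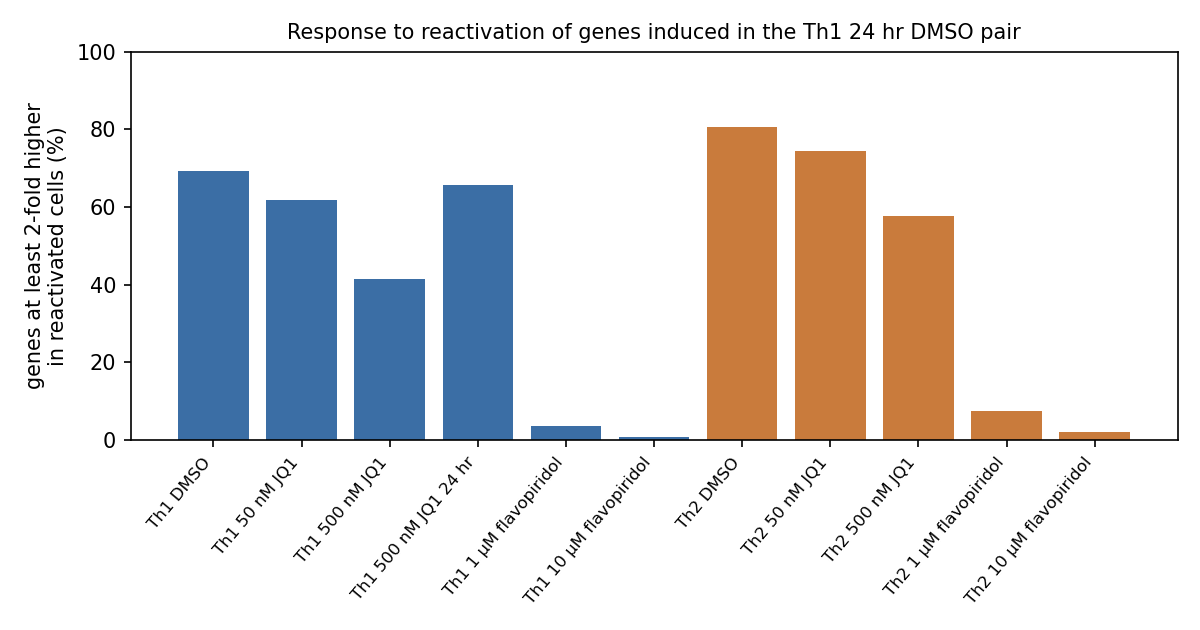
Bars give the percent of 1226 genes, chosen on the 24 hr Th1 DMSO pair, that were at least 2-fold higher in reactivated than in unstimulated cells of the same treatment, for Th1 and Th2 cells, 1 pair of arrays per bar. With 10 µM flavopiridol the bars stand at 0.7% and 2.2%, and with DMSO at 69.2% (Th1, 6 hr) and 80.6% (Th2). The 24 hr JQ1 bar has no DMSO bar of its own time, since that DMSO pair chose the genes.

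Flavopiridol was tested at 10 µM against DMSO over the 4 contexts. Limma with Benjamini-Hochberg adjustment called 1910 genes higher and 4166 lower of 12430 tested. Scaling moved this result most. Centring on spike-ins gave 23 higher and 11358 lower, and shifting by spike-ins after loess gave 261 and 7906. Centring on the median gave 284 and 8290, and Cy3 alone gave 2542 and 3360. The median change of all genes was -0.22 as analysed, -1.05 with median centring, -1.66 with spike-in centring and -1.0 with the shift after loess. At 1 µM 2016 genes were higher and 4406 lower. No slide held both a flavopiridol array and its control, and with slide as a random block 1280 were higher and 2906 lower. The fit with only the 8 arrays of 10 µM and DMSO called 4495 genes. In the panel 8 of 16 tested genes were called over all genes (1 higher, 7 lower) and 9 adjusted over the list alone. Among super-enhancer genes 206 of 350 were called over all genes (48 higher, 158 lower) and 214 adjusted over the list alone.

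Igfbp4 rose by 4.30 (log2, SE 0.18; limma, Benjamini-Hochberg adjusted p 5.07e-06), higher in 4 of 4 pairs, and Drc1 by 4.26. Cryab, Rnu3b1 and H1f1 followed with 3.65, 3.57 and 3.26, each higher in 4 of 4 pairs. H1f1 is a histone gene, for which cross-hybridisation of relatives was not tested, and its Cy5 signal ranged over 2.17 across arrays. The largest falls were of Dusp2 at -5.41 (SE 0.63; limma, Benjamini-Hochberg adjusted p 0.000228), Btg1 at -5.32, Perp at -5.08, Nr4a1 at -5.06 and Nfkbia at -4.84, each lower in 4 of 4 pairs. Perp was above background on 2 of the 4 drug arrays, so its fall has only a bound in the others. These 10 genes stayed called in the same direction under all of the 99 alternative values computed for them. Those values covered scaling, background, probes and filters, but not other blocks, the lower dose or arrays left out.

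JQ1 was tested in the same way at 500 nM. By limma with Benjamini-Hochberg adjustment 2283 genes were higher and 3862 lower of 12910 tested. The alternative that moved this count most, apart from dose, was the fit without a context block, with 361 higher and 538 lower. With 50 nM JQ1 33 genes were higher and 11 lower. Median centring gave 736 higher and 5818 lower, spike-in centring 115 and 5522, and the spike-in shift after loess 88 and 4462. The median change of all genes was -0.07 as analysed, -0.28 with median centring, -0.55 with spike-in centring and -0.62 with the shift. With slide as a block 1612 were higher and 2673 lower. The fit on 8 arrays called 4620 genes. In the panel 10 of 16 genes were called over all genes, all lower, and 11 adjusted over the list alone. Of 360 super-enhancer genes 207 were called over all genes (53 higher, 154 lower) and 215 adjusted over the list alone.

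H2bc4 rose by 2.95 with JQ1 (log2, SE 0.09; limma, Benjamini-Hochberg adjusted p 4.01e-08), higher in 4 of 4 pairs. Fam222a rose by 2.72, Hs3st6 by 2.48, H1f2 by 2.43 and Cirbp by 2.14, also in 4 of 4 pairs. H2bc4 and H1f2 are histone genes, for which cross-hybridisation of relatives was not tested. Il1rl1 fell the most, at -2.95 (SE 0.22; limma, Benjamini-Hochberg adjusted p 6.15e-06), lower in 4 of 4 pairs and above background on 3 of the 4 drug arrays. Cxcr3 and Gypc were at -2.57, Bcl3 at -2.43 and Ltb at -2.36, each lower in 4 of 4 pairs. The fall of Cxcr3 went from -0.83 in unstimulated to -4.51 in reactivated Th2 cells. These 10 genes also stayed called in the same direction under the 99 alternative values computed for them. Again other blocks, the lower dose and arrays left out were not among those values.

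Whether the drug effects depended on reactivation was tested directly. A higher effect in reactivated cells can mean a smaller fall on reactivation with the drug, not only a rise. For 10 µM flavopiridol limma with Benjamini-Hochberg adjustment called 1106 genes with a higher and 862 with a lower effect in reactivated cells. Median centring gave 635 and 322 and the spike-in shift after loess 34 and 103, while spike-in centring called 302, of which 195 were lower, with all-gene medians of 0.19, -0.17 and -0.11 against 0.06 as analysed. Single arrays decided this count, which was 296 without the unstimulated Th2 flavopiridol array and 2979 without the reactivated Th1 DMSO array. Under the shift it was 0 without the unstimulated Th1 flavopiridol array and 1508 without the reactivated Th1 DMSO array. For 500 nM JQ1 581 were higher and 726 lower. Median centring gave 224 and 782, spike-in centring 15 and 10083, and the shift 5 and 11067, with all-gene medians of -0.17 (median centring), -1.02 and -1.22 against -0.01. The count was 416 without the unstimulated Th2 DMSO array, the lowest with 1 of the DMSO or 500 nM arrays left out. Under the shift 3607 genes were lower without the unstimulated Th1 DMSO array and 12493 without the reactivated Th2 JQ1 array. Between Th1 and Th2 cells the flavopiridol effect differed for 2 genes, both lower in Th1 cells, Myo6 at -3.46 and Ramp3 at -5.12, and 1609 had an unadjusted p below 0.05. With any 1 of the DMSO or 10 µM arrays left out, 0 or 1 gene was called as analysed, while Myo6 stayed at -3.58 to -3.34 and Ramp3 at -5.46 to -4.78. Spike-in centring gave 1413 higher and 8 lower there, and the shift 485 and 6, with all-gene medians of 0.58 and 0.82. Under the shift 5557 genes were called without the unstimulated Th2 DMSO array, and 0 or 1 without any other. For JQ1 and cell type limma called 0 genes, with 906 at an unadjusted p below 0.05, with 0 in the other settings and at most 1 gene with 1 array left out as analysed. Under the shift 164 were called without the unstimulated Th1 JQ1 array. Its all-gene median was 0.01, and -0.20 with the shift.

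Genes of the Th1 list fell more than other genes in reactivated Th1 cells with either drug. Their median change at 10 µM flavopiridol was -1.05, against -0.12 for all expressed genes and -0.24 to -0.01 for the middle 95% of random lists, and no random list was as low. Of the list, 51.7% was at least 2-fold lower, against 20.1% of the other genes, and D between the changes was 0.32. At 1 µM the median was -1.13. With 500 nM JQ1 it was -0.62, against a random range of -0.14 to -0.01, with 33.5% at least 2-fold lower against 5% of other genes. With 50 nM JQ1 it was -0.22. At 24 hr of 500 nM JQ1, on the list chosen at 6 hr, it was -0.55. Taken relative to all expressed genes, the flavopiridol value of -0.93 moved most with the human Th1 list, to -0.17. On these arrays, that human list stood at -0.29 with flavopiridol (percentile 7.53 of random lists) and at -0.19 with JQ1 (percentile 3.41). Against naive cells the Th1 list had a median of 1.35 in reactivated 6 hr DMSO cells and 0.64 in unstimulated ones. It was 0.21 in both states with 10 µM flavopiridol, and 0.58 in reactivated cells with 500 nM JQ1. In reactivated cells with 10 µM flavopiridol 78.7% of the list was well above background, against 98.4% with DMSO, so a part of the fall is a bound. In unstimulated Th1 cells the list's median was -0.34 with 10 µM flavopiridol (percentile 0.39) and -0.46 with 500 nM JQ1 (percentile 0). Relative to all expressed genes these were -0.19 and -0.41. Of the list, 150 genes were also among the 1226 that rose in the 24 hr Th1 DMSO pair. Random lists were not matched on that rise, so for flavopiridol its loss is not told apart from an effect on Th1 genes.

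In reactivated Th2 cells the Th2 list had medians of -1.30 and -1.40 with 10 and 1 µM flavopiridol, and -0.91 and -0.37 with 500 and 50 nM JQ1. Its genes were chosen on the array that is also the control, which lowers these values by itself. Chosen on the 50 nM JQ1 arrays, the list had -1.25 with 10 µM flavopiridol and -0.51 with 500 nM JQ1, and no random list was as low. The human Th2 list stood at -0.14 with flavopiridol (percentile 12.6) and at -0.19 with JQ1 (percentile 0.11). In unstimulated Th2 cells the Th2 list was at -0.25 with 10 µM flavopiridol (percentile 13.4) and at -0.46 with 500 nM JQ1 (percentile 0). The list chosen on the 50 nM JQ1 arrays gave -0.25 (percentile 44.6) and -0.435 (percentile 0) there. In reactivated Th1 cells the Th2 list was at 0.03 with 10 µM flavopiridol (percentile 97.6) and -0.05 with 500 nM JQ1 (percentile 66.3). With 50 nM JQ1 it was at -0.07 (percentile 0.07). Its genes were chosen as low on the 6 hr Th1 DMSO array, the control here, which raises these values by itself. Chosen on the 50 nM JQ1 arrays, the list was at -0.08 with 10 µM flavopiridol (percentile 77.2) and -0.11 with 500 nM JQ1 (percentile 19.2). The Th1 list in reactivated Th2 cells was at -0.295 with 10 µM flavopiridol (percentile 1.05). Chosen on the 6 hr Th1 control, it was at -0.08 (percentile 93.4). With 500 nM JQ1 these were -0.30 and -0.24, lower than every random list. Both Th1 lists were chosen as low on the Th2 DMSO array, the control here, which raises their values by itself. The time of the Th2 control is unclear in every value of Th2 cells and in the lists chosen on it. The Th2 drug arrays lay on other slides than that control.

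Genes nearest to T-bet super-enhancers had a median of -0.44 with 10 µM flavopiridol in reactivated Th1 cells, lower than every random list, with 38.8% at least 2-fold lower against 20.4% of other genes. With 500 nM JQ1 it was -0.15, at percentile 1.93, and with 50 nM JQ1 -0.08, lower than every random list. At 24 hr of 500 nM JQ1 it was -0.03, at percentile 28.5. Of this list, 47 genes were also Th1 genes. In unstimulated Th1 cells the medians were -0.60 with 10 µM flavopiridol and -0.24 with 500 nM JQ1. The fall was not particular to Th1 cells. In reactivated Th2 cells the medians were -0.36 with 10 µM flavopiridol (percentile 0.23) and -0.16 with 500 nM JQ1 (percentile 0.09). In unstimulated Th2 cells they were -0.32 (percentile 31.6) and -0.20, the latter lower than every random list.

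**Figure D3:**
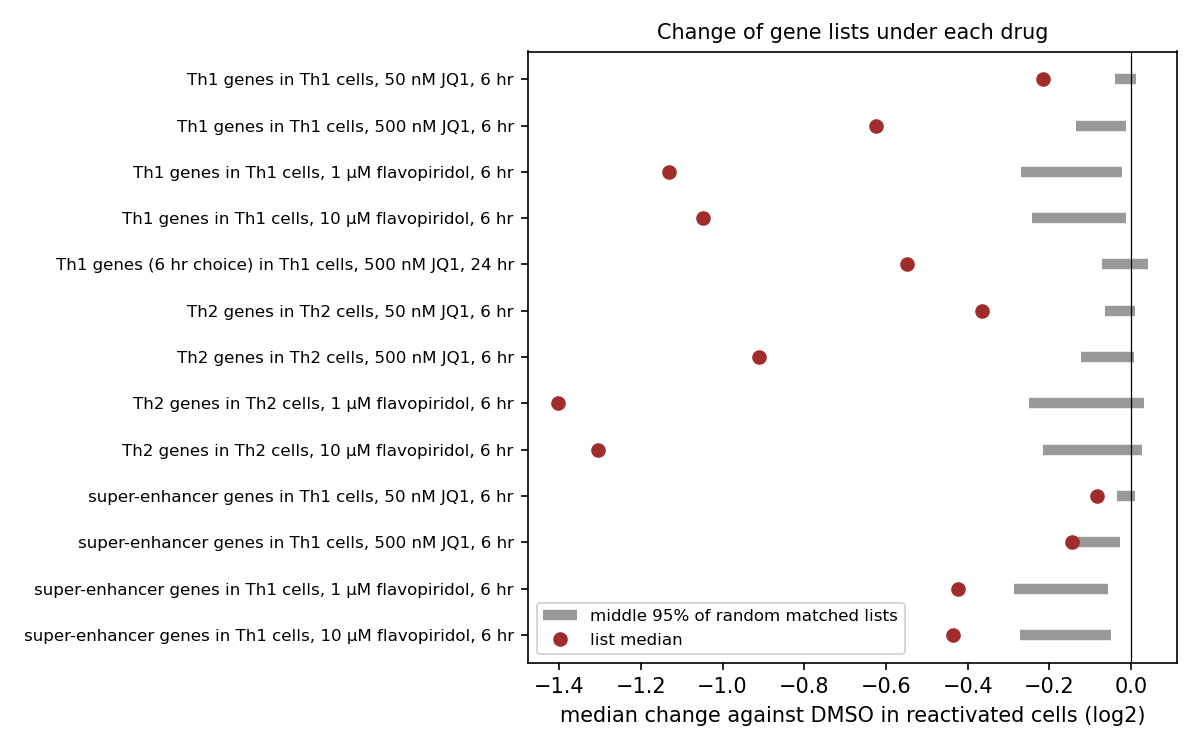
Points give the median log2 change of the Th1, Th2 and super-enhancer gene lists for each drug and dose against DMSO in reactivated cells, and bars the middle 95% of 10000 random lists matched on expression. The Th1 list lies at -1.05 with 10 µM flavopiridol and at -0.62 with 500 nM JQ1, outside the bars, and the super-enhancer list at -0.44 and -0.15.

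Flavopiridol and JQ1 changes were compared over genes in reactivated Th1 cells. Across 13942 genes, which are not independent replicates, Pearson's r was 0.154 and Spearman's rho 0.145 between 10 µM flavopiridol and 500 nM JQ1. Both changes share 1 DMSO array. For simulated unchanged groups against a shared control, made from reference channels, r was 0.501 (median of 100 draws, 0.082 to 0.828), and noise of that size would by itself add 0.041 at the spread of the observed changes. Without a shared array, with JQ1 at 24 hr, r was 0.087. It was 0.298 with median or spike-in centring in place of loess, the setting that moved it most. The lower doses gave 0.075. Between both doses of flavopiridol r was 0.948, in Th2 cells the drugs gave 0.245 and in unstimulated Th1 cells 0.072. These are 7 correlations of 1 family, and none has a p-value. Among the super-enhancer genes alone r was 0.066.

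At a threshold of 2-fold, 2534 genes were lower with flavopiridol only, 418 with JQ1 only and 373 with both, and 10628 with neither. If the drugs acted independently, 164.8 genes would be in both. Unchanged groups sharing a control gave at most 68. Of the Th1 list 97 genes were lower with flavopiridol only, 39 with JQ1 only and 67 with both, and of the super-enhancer genes 123, 20 and 23. The count for both moved most with spike-in centring, to 5854.

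The panel showed how much the channel used matters in reactivated Th1 cells with 10 µM flavopiridol. Ifng changed by -0.65 as a ratio and by -3.47 in Cy3 alone after Aquantile normalization, Ccl3 by -1.31 and -8.06, Xcl1 by -3.78 and -7.02, and Ccl4 by -6.01 and -8.45. The authors' deposited table gave -3.35 for Ifng, -7.38 for Ccl3, -7.05 for Xcl1, -8.39 for Ccl4 and -4.58 for Tnf, each closer to Cy3 alone than to the ratio. Over the arrays their Cy5 signals ranged over 5.41, 7.34, 5.24 and 3.67. Tnf changed by -3.45 and -4.46, with a Cy5 range of 3.0. Ccl3 and Ccl4 are close relatives, and cross-hybridisation was not tested. With the scanner software's log ratio Ccl3 reversed to 2.85. Other genes had steadier references. Fasl changed by -3.70, Tbx21 by -3.88, Gata3 by -2.26 and Furin by -1.57. Csf2 was not well above background with the drug and was at least 234-fold lower in Cy3 after Aquantile, but at least 188-fold lower with quantile normalization. Dusp5 likewise was at least 6.41-fold and 4.46-fold lower, so these bounds depend on the normalization between arrays. Il18r1 stood at 1.52 against a control in which reactivation had lowered it, by -1.47 in the 6 hr Th1 DMSO pair. In unstimulated Th1 cells 10 µM flavopiridol changed Il18r1 by only -0.13. Ctla4 stood at 0.28, but at -0.56 with median centring, -1.10 with spike-in centring and -0.10 with the spike-in shift. The control gene Hprt stood at 0.32, and at -0.38 and -0.06 under both spike-in scalings.

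With 500 nM JQ1, Fasl changed by -2.37, Il18r1 by -2.09 and Ctla4 by -1.85 in reactivated Th1 cells. Csf2 was at -2.17 and Xcl1 at -0.81, and both reversed with the software's log ratio, to 0.59 and 0.43, while in Cy3 alone they were at -3.11 and -3.26. Tnf stood at -0.48, with -1.01 in Cy3 alone. Ifng was at -0.19, Ccl4 at 0.07 and Ccl3 at 0.14, and in Cy3 alone these were -1.01, -0.98 and -2.11. With JQ1 the authors' deposited table gave -0.73 for Ifng, -0.87 for Ccl4, -1.79 for Ccl3, -3.33 for Xcl1 and -1.01 for Tnf. Furin stood at 0.39, but at -0.25 with median centring and -1.07 under both spike-in scalings. Tbx21 was at -0.29, with 0.08 by the software's log ratio, and Hprt at -0.10. In reactivated Th2 cells 10 µM flavopiridol changed Il4 by -4.40, Il5 by -2.97, Il13 by -4.04 and Gata3 by -3.52, and 500 nM JQ1 changed them by -1.06, -0.72, -1.53 and 0.43. The SD of the difference between arrays in the reference channel was 0.18, over probes well above background in Cy5 on all arrays. Differences under that cannot be told from array noise. Whether the reference was a single pool is not stated. For Ifng, Ccl3, Xcl1, Ccl4 and Tnf the Cy5 signal varied by more, so 0.18 does not bound the noise of their ratios.

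**Figure D4:**
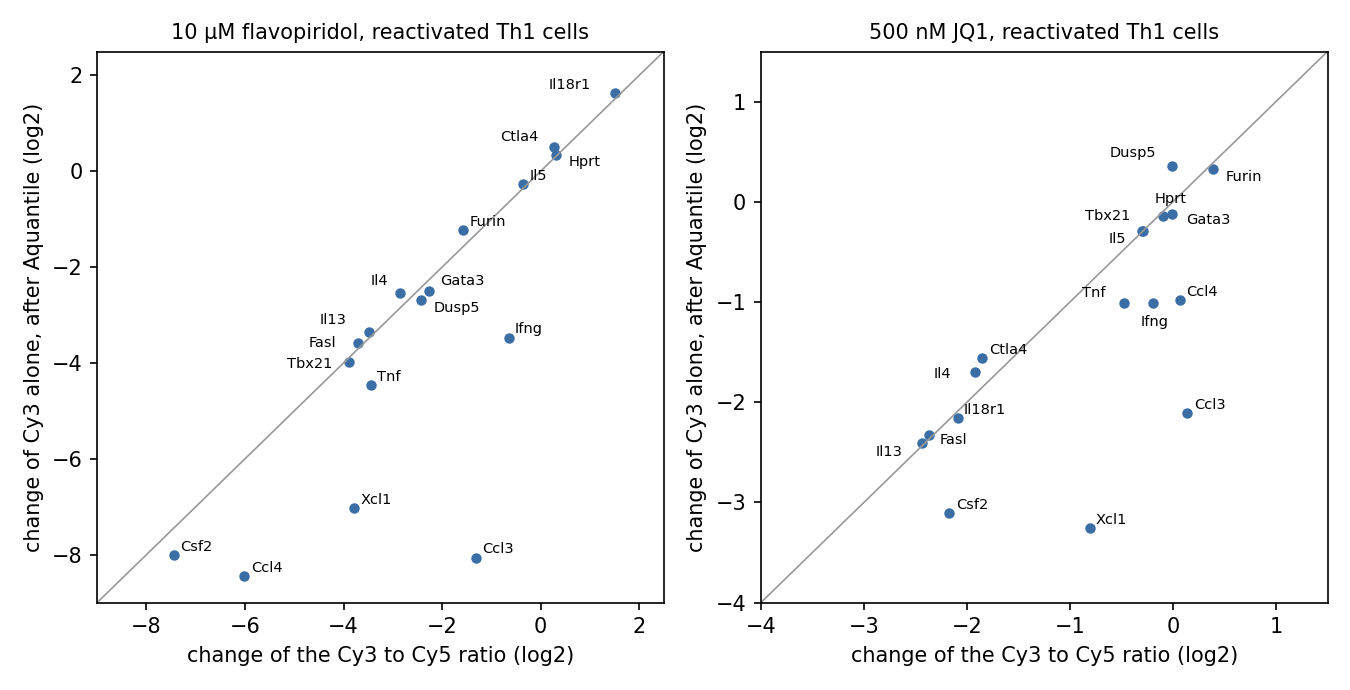
Each point is a panel gene in reactivated Th1 cells, placed by its log2 change against DMSO from the ratio to naive reference and from the Cy3 channel alone after Aquantile normalization, with 10 µM flavopiridol on one side and 500 nM JQ1 on the other. Points below the diagonal fell more in Cy3 than in the ratio, as Ifng (-0.65 and -3.47) and Ccl3 (-1.31 and -8.06) did with flavopiridol.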

Values the study reported

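The study reported that the effects of JQ1 and flavopiridol on gene expression in Th1 cells were only weakly related, with a Pearson correlation of 0.12.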

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

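The tests of dim probes, of scaling, of induced genes and of single arrays left out for the effects of reactivation, of slide, the lower dose and single arrays left out for the cell type difference, of the spike-ins and of the reference channel were chosen only after the result was seen, while the test of position-named probes was planned. The test of treatment time was planned too, but its form for each gene was chosen after.

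The effect of 10 µM flavopiridol differed between reactivated and unstimulated cells for 1968 genes, by the test of that difference over Th1 and Th2 cells. The tables argue against signals at the background as the whole cause, since 1483 genes were called among probes well above background on all 12 arrays. Both arrays of each reactivation pair lay on 1 slide, so an offset between slides drops out of this contrast. The count rests on single arrays, as Th1 and Th2 cells are the only repeats. It was 296 without the unstimulated Th2 array with 10 µM flavopiridol, 354 without its reactivated partner and 2979 without the reactivated Th1 DMSO array, each with 3 residual degrees of freedom. Under the spike-in shift after loess it was 0 without the unstimulated Th1 flavopiridol array and 1508 without the reactivated Th1 DMSO array. The tables also argue against 1 offset per array as the cause for the genes that rose in the 24 hr Th1 DMSO pair, whose arrays are not in this contrast. An offset would give them the same value as other genes. Their median was -1.44 (1171 genes, 2 called higher and 656 lower) against 0.06 for all genes, with -1.26 in Th1 and -1.65 in Th2 cells. The gap was -1.42 or lower in all 11 settings, and in each the median lay below all 10000 random lists of like expression. Scaling stays open for the count of all called genes. Shifting each array by its spike-ins after loess left 137 of the calls in the same direction (34 higher, 103 lower), and centring on spike-ins left 294. The shift also adds the scatter of the spike-ins to every gene, so a lost call may be lost precision, and for these calls the cause cannot be told apart. A smaller response of induced genes under the drug is consistent with the -1.44, as a hypothesis, and a loss of large ratios on the drug arrays was not tested.

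The effect of 500 nM JQ1 differed likewise for 1307 genes. Among probes well above background on all 12 arrays 1343 genes were called, which argues against dim probes as the cause. The test of scaling was void. With arrays shifted by their spike-ins 731 of the calls stayed in the same direction, all 726 lower ones and 5 of the 581 higher ones. The shift lowers the effect of every gene in reactivated cells, with an all-gene median of -1.22 against -0.01, and 11067 genes in all were then lower, so both parts of this outcome follow from the shift. The spike-ins of the reactivated Th1 array with 500 nM JQ1 lay at 0.895, against -0.459 on its unstimulated partner, and without that array 8065 genes were lower under the shift. Other arrays moved that number more, to 3607 without the unstimulated Th1 DMSO array, 4191 without the reactivated one, and 6622 and 6605 without the unstimulated Th1 and Th2 arrays with 500 nM JQ1. As analysed, the count of 1307 was 416 without the unstimulated Th2 DMSO array, 438 without the reactivated one and 1378 at most. For the count of calls, scaling and a drug effect cannot be told apart. For the genes induced in the 24 hr Th1 DMSO pair, 1 offset per array is argued against. Their median was -0.44 (1210 genes, 27 called higher and 369 lower) against -0.01 for all genes, with -0.44 in Th1 and -0.46 in Th2 cells. The gap was -0.35 or lower in all 11 settings, and the median again lay below all random lists. A smaller response of these genes with JQ1 is consistent with that, as a hypothesis, and gene-dependent scaling was not tested.

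Between Th1 and Th2 cells the flavopiridol effect differed for 2 genes. Myo6 rose by 3.85 in unstimulated and 4.10 in reactivated Th2 cells but by 0.44 and 0.58 in Th1 cells (difference -3.46, SE 0.22; limma, Benjamini-Hochberg adjusted p 0.0203, the same direction in both states). It was above background on 8 of 12 arrays. Ramp3 fell to -4.67 and -4.72 in Th1 cells and stood at 0.77 and 0.08 in Th2 cells (difference -5.12, SE 0.29; limma, Benjamini-Hochberg adjusted p 0.0203, the same direction in both states). Their names follow from a count this small, not from the rule for named genes. At 1 µM, on other drug arrays of the same slides with the same controls, the differences were -3.14 (SE 0.22) and -5.14 (SE 0.29). Treatment time of the Th2 DMSO arrays is argued against as the whole cause, provided that slides did not differ. It would then give each gene the same difference with both drugs if neither acted differently by cell type. The Th2 JQ1 arrays lay on another slide than their DMSO controls, unlike the Th1 JQ1 arrays. A slide offset may therefore enter the JQ1 difference, and that was not excluded. With JQ1 the difference was 1.35 (SE 0.22) for Myo6 and -1.93 (SE 0.46) for Ramp3, which is 4.81 (SE 0.31) and 3.19 (SE 0.54) above the flavopiridol value, and a part of the Ramp3 difference may still come from the control. A slide offset in both channels is argued against as well, since the same contrast in Cy5, on the same spots, was only -0.38 (SE 0.13) for Myo6 and -0.19 (SE 0.10) for Ramp3. A slide offset in Cy3 alone cannot be told apart from cell type, because no slide held flavopiridol arrays of both. Read from the arrays without flavopiridol it was -1.01 for Myo6 and 3.79 for Ramp3, the latter against the observed direction, but those arrays also differ in treatment time and drug. A cell type difference in the response to the drug stays open. Alternatives that kept all arrays called 1 to 6 genes, except for both spike-in scalings with 1421 and 491. With any 1 DMSO or 10 µM array left out 0 or 1 gene was called as analysed. Myo6 was then called in 0 of 8 fits and Ramp3 in 2, with 3 residual degrees of freedom, but the differences stayed at -3.58 to -3.34 and -5.46 to -4.78, so the lost calls do not point to a single array as the cause. Under the spike-in shift 5557 genes were called without the unstimulated Th2 DMSO array and 0 or 1 without any other, so the 491 rests on single arrays too.

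A signal lay outside the genes that the comparisons use. Of 5920 probes named only by a genome position, 1664 were called on reactivation (783 higher, 881 lower), or 28.1%, against 49.8% of probes with a symbol. The spike-in shift gave 1948 higher and 402 lower (39.7%, against 49.1%), and spike-in centring 1109 and 392. Dim signals would leave a share near 0 among probes well above background on all 6 arrays. The share there was 27.6%, which argues against them as the cause, although it fell just short of the share over all tested probes. The test of scaling was void for the higher probes. All 783 stayed higher after the spike-in shift, which raises reactivated arrays for every probe. Of the 881 lower probes 402 stayed lower. The probes have no gene name here, and no biological explanation was tested.

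On the Th2 flavopiridol arrays the spike-ins were brighter relative to the genes than on any DMSO array, at 0.389 to 0.624 (log2 after loess) against at most -0.293. Slide does not account for it, since the 4 arrays without flavopiridol on that slide lay at -0.456 to 0.174, at least 0.215 lower. An excess of spike mix on these arrays may have done so. Their share of probes well above background was at least 7.3 percentage points below the lowest DMSO array, which is consistent with less mRNA per total RNA under the drug but does not exclude a wrong amount of spike mix. The Th1 flavopiridol arrays lay at -0.311 to 0.050, with shares as low. Each of the 8 flavopiridol arrays lay above its own DMSO control, by 0.021 to 0.377 in Th1 and 0.750 to 1.409 in Th2 cells, and before loess by 0.325 to 0.983. The spike-ins thus rose where the share fell, by less in Th1 cells. An amount of spike mix that differed with the drug arrays would also give this rise, and these causes cannot be told apart.

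The reference channel carried a signal of its own. In the 6 hr Th1 DMSO pair, 35 genes rose at least 16-fold in Cy3 on reactivation, and for 23 of them Cy5 rose at least 2-fold as well, by 1.88 in the median of the 35 (log2). In the 24 hr pair this was 39 of 64 and in Th2 cells 31 of 74. The labels describe the naive RNA of all arrays in the same words but do not say whether it was 1 pool. Bleed of Cy3 light into Cy5 by 1 share would give each gene the same gain in Cy5 per gain in Cy3. The gain was 4.28% in the median but ran from 0.175% to 39%, a 223-fold range, well past the 5 times that was set as the limit after the data were seen, and 63 of 2913 bright genes had a Cy5 signal below the median share of their Cy3 signal. Bleed that depends on brightness was not tested. A reference RNA that differed between arrays in general would also move other genes, and 0.1% of genes with Cy3 within 2-fold had Cy5 up at least 2-fold. A reference that differed in the induced genes alone could give the pattern and cannot be told apart. No biological explanation was tested.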

How the results depend on the processing

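The spike-in shift after loess, both forms of Cy3 alone, the 8-array fits and single arrays left out of the difference contrasts were tests chosen only after the result was seen, and the others were planned. Over the reported summaries 157 alternative values stayed within tolerance and 125 moved. For the named genes, all 99 values for flavopiridol, 99 for JQ1 and 48 for reactivation kept direction and call. The values of named genes did not include other blocks, the lower doses or arrays left out. Of the panel values in reactivated Th1 cells 101 moved and 6 reversed with flavopiridol, and 81 moved and 6 reversed with JQ1. A panel value counted as reversed when its sign changed and it had stood further from 0 than 0.177, the SD of the reference channel. With JQ1 20 more values changed sign from a smaller start (Dusp5, Ccl3, Ccl4, Gata3 and Hprt), 16 of them counted as moved, such as Ccl3 from 0.14 to -2.11 in Cy3 after Aquantile and Ccl4 from 0.07 to -1.38 with the spike-in shift. List values here are medians relative to all expressed genes. As analysed they were -0.93 and -0.55 for the Th1 list with flavopiridol and JQ1, -0.53 with JQ1 at 24 hr, -1.18 and -0.85 for the Th2 list, and -0.32 and -0.07 for the super-enhancer list. All of these stayed below 0 in each alternative run. Unless a reason is given, the cause was not tested.

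With spike-in centring in place of loess, called genes were 11381 for flavopiridol, 302 for flavopiridol with reactivation, 10098 for JQ1 with reactivation and 1421 for flavopiridol with cell type. The Th1 list had -0.78 with JQ1 and -0.64 at 24 hr, the Th2 list -0.84 with flavopiridol and -0.72 with JQ1, and the super-enhancer list -0.47 and -0.20. Repressed genes were 1429 with flavopiridol only, 3221 with JQ1 only and 5854 with both, the correlation was 0.298 and the induced share at 500 nM JQ1 9.07%. With flavopiridol Ctla4 reversed to -1.10 and Hprt to -0.38, and with JQ1 Furin to -1.07.

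Shifting by spike-ins after loess gave 137 genes for flavopiridol with reactivation, 11072 for JQ1 with reactivation and 491 for flavopiridol with cell type. The Th1 list had -1.08 with flavopiridol, -0.75 with JQ1 and -0.70 at 24 hr, and the Th2 list -0.86 and -0.56. Repressed genes were 490, 8649 and 3704 (flavopiridol only, JQ1 only, both), and the induced share at 500 nM JQ1 was 6.66%. Ctla4 reversed to -0.10 and Hprt to -0.06 with flavopiridol, and Furin to -1.07 with JQ1.

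Median centring gave 957 genes for flavopiridol with reactivation and 1 with cell type. The Th1 list had -0.60 with JQ1 and -0.64 at 24 hr, the Th2 list -0.89 and -0.73, and the super-enhancer list -0.47 and -0.20. It gave 1036 genes repressed by JQ1 only and 1440 by both, a correlation of 0.298 and an induced share of 20.8%. Ctla4 reversed to -0.56 with flavopiridol and Furin to -0.25 with JQ1.

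The scanner software's log ratio gave 661 and 402 genes for flavopiridol and JQ1 with reactivation and 4 for flavopiridol with cell type. The Th1 list had -0.19 with flavopiridol, -0.31 with JQ1 and -0.39 at 24 hr, the Th2 list -0.92 with JQ1 and the super-enhancer list -0.51 with flavopiridol. Repressed genes were 957 with JQ1 only and 788 with both, and the induced share at 10 µM flavopiridol was 6.94%. Ccl3 reversed to 2.85 with flavopiridol, and Xcl1 to 0.43, Csf2 to 0.59 and Tbx21 to 0.08 with JQ1.

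Without background correction the Th1 list had -0.64, -0.51 and -0.47 at 24 hr, the Th2 list -0.68 with JQ1, and 1 gene was called for flavopiridol with cell type. The authors' table gave -0.76 for the Th1 list, -1.27 and -0.96 for the Th2 list and -0.48 for the super-enhancer list with flavopiridol. Averaged probes gave -1.05 for the Th1 list with flavopiridol and -1.11 and -0.81 for the Th2 list. In Cy3 alone the Th1 list had -0.71 and -0.50 and the Th2 list -1.25 with flavopiridol, with 274 genes repressed by JQ1 only and 227 by both.

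Requiring signal well above background on every array left the Th1 list at -0.58, -0.45 and -0.40 at 24 hr, the Th2 list at -0.85 and -0.73, and the super-enhancer list at -0.44 with flavopiridol, with 242 genes repressed by both and 1 called for flavopiridol with cell type. That filter removes genes that fell to the background, which limits what the arrays show of the largest falls. Without a filter the Th1 list had -1.02 and -0.60, the Th2 list -1.28 and -0.89, and 6 genes were called for flavopiridol with cell type.

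Lists chosen at 4-fold had -0.65 and -1.11 for Th1 and -1.95 and -0.72 for Th2 genes with flavopiridol and JQ1. The human lists had -0.17 and -0.12 for Th1 and -0.01 and -0.13 for Th2 genes. Choosing Th1 genes on the 6 hr control gave -0.59 with JQ1, and choosing Th2 genes on the 50 nM JQ1 arrays -0.45 with JQ1, where the control no longer chose them. At 4-fold 929, 28 and 38 genes were repressed by flavopiridol only, JQ1 only and both, and at 1.5-fold 1122 by JQ1 only and 1128 by both. Lower doses gave -1.02 and -1.25 for the Th1 and Th2 lists with 1 µM flavopiridol, and -0.20 and -0.34 with 50 nM JQ1, which called 44 genes. With 1 µM flavopiridol and 50 nM JQ1 5 genes were repressed by JQ1 only and 25 by both.

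Without a context block JQ1 called 899 genes, as the differences between contexts then enter the error. Leaving out each pair in turn gave 4507 to 5420 genes for reactivation, 4471 to 5443 for flavopiridol and 4858 to 5415 for JQ1, all within 1.5 times, with 1 residual degree of freedom for reactivation and 4 for the drugs. Leaving out single DMSO or high-dose arrays gave 296 to 2979 genes for flavopiridol with reactivation and 416 to 1378 for JQ1, and 0 to 1 with cell type for either drug, with 3 residual degrees of freedom. Under the spike-in shift the ranges were 0 to 1508 and 3612 to 12501 with reactivation, and 0 to 5557 and 0 to 164 with cell type. A context then has 1 array less, and its drug effect is assumed to vary like the others. Slide as a random block gave 4186 genes for flavopiridol and 6148 for JQ1, and slide as a block 4285 for JQ1. For reactivation slide was not run as a block, since each pair lies within a slide and the pair block removes it. The labels give no replicate numbers, so pairs and blocks came from cell context and time. Without them reactivation called 5288 genes and flavopiridol 5117.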

Other observations

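The splits that part every pair were tests chosen only after the result was seen, while the splits without a block and the test of histone genes were planned.

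Other splits of the arrays were used to ask whether chance can be excluded for the counts of called genes. For reactivation 1 of the 4 splits that part every pair gave as many genes, the real one, and the other 3 gave 0 calls. For flavopiridol and for JQ1 it was 1 of 8 each, on the 8 arrays of the higher dose and DMSO. So few splits cannot exclude chance. Without a block, 1 of the 10 splits of the 6 DMSO arrays gave as many genes as reactivation, which cannot exclude it either. For flavopiridol 1 of the 35 splits did, the real one with 4674 genes, so chance can be excluded for a split that ignores cell context, but not for the splits within it. The real split also follows slides, as these DMSO arrays all lay on 1 slide and the flavopiridol arrays on others, and with slide as a random block 4186 genes were called. For JQ1 2 of the 35 did, so chance cannot be excluded by this count. The real split gave 458 genes, and the other split, with 3825, parts reactivated from unstimulated arrays. That split follows a treatment of the design and no technical batch, and the fit with context as a block, which removes it, called 4620 genes.

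Histone genes moved apart from other genes. Over 37 histone genes, the genes named above left out, the median change with 10 µM flavopiridol was 0.43 against -0.22 for all genes, higher than every one of 10000 random lists matched on expression. Calls went both ways, with 15 higher and 10 lower. The sign of the median depended on scaling, with -0.26 under median centring, -0.87 under spike-in centring and -0.35 under the spike-in shift, each above all genes by 0.66 to 0.80. Calls were then 4 higher and 12 lower, 2 and 28, and 6 and 16. Within-array normalization is a candidate explanation that stays open for flavopiridol. In Cy3 alone the excess over all genes was 0.16, no larger than the SD of 0.16 of random lists in the ratios as analysed. The rule for that comparison was set after seeing the data. With 500 nM JQ1 38 histone genes had a median of 0.28 against -0.07, with 17 called higher and 1 lower, and the sign turned to -0.23 and -0.26 under both spike-in scalings. Calls were 7 higher and 10 lower with median centring, 2 and 4 with spike-in centring, and 1 and 0 with the shift. In Cy3 alone the JQ1 excess over all genes was 0.27, with 17 called higher and 2 lower. The SD of random lists was 0.06 in the ratios as analysed, and for Cy3 alone it is not given. If the spread in Cy3 is similar, the excess argues against within-array normalization as the whole cause with JQ1. Near-identical histone genes can share a probe's signal, which was not tested, and neither was any biological explanation.

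The doses of each drug were compared within contexts. In reactivated Th1 cells the SD of the difference between 10 and 1 µM over expressed genes was 0.37 (log2), with 146 genes at least 2-fold higher and 150 lower at the higher dose. For JQ1 the SD between 500 and 50 nM was 0.45, with 177 higher and 405 lower. In reactivated Th2 cells the order was the other way, with 0.48 for flavopiridol (391 higher, 327 lower) and 0.38 for JQ1 (93 and 244). In unstimulated cells flavopiridol gave 0.31 in Th1 (151 and 49) and 0.37 in Th2 cells (347 and 57), against 0.37 (69 and 247) and 0.38 (83 and 262) for JQ1. These differences between single arrays were not tested.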
